# Silibinin down-regulates FAT10 and modulate TNF-α/IFN-γ-induced chromosomal instability and apoptosis sensitivity

**DOI:** 10.1242/bio.011189

**Published:** 2015-07-03

**Authors:** Yun Gao, Steven Setiawan Theng, Way-Champ Mah, Caroline G. L. Lee

**Keywords:** FAT10, Silibinin, TNF-α, IFN-γ, Chromosomal instability, Apoptosis

## Abstract

Pleiotropic pro-inflammatory cytokines, TNF-α and IFN-γ (TI), play important yet diverse roles in cell survival, proliferation, and death. Recent evidence highlights FAT10 as a downstream molecule in the pathway of inflammation-induced tumorigenesis through mediating the effect of cytokines in causing numerical CIN and protecting cells from cytokines-induced cell death. cDNA microarray analysis of cells treated with TI revealed 493 deregulated genes with FAT10 being the most up-regulated (85.7-fold) gene and NF-κB being the key nodal hub of TI-response genes. Silibinin is reported to be a powerful antioxidant and has anti-C effects against various carcinomas by affecting various signaling molecules/pathways including MAPK, NF-κB and STATs. As NF-κB signaling pathway is a major mediator of the tumor-promoting activities of TI, we thus examine the effects of silibinin on TI-induced FAT10 expression and CIN. Our data showed that silibinin inhibited expression of FAT10, TI-induced chromosome instability (CIN) as well as sensitizes cells to TI-induced apoptosis. Significantly, silibinin suppressed intra-tumorally injected TNF-α-induced tumor growth. This represents the first report associating silibinin with FAT10 and demonstrating that silibinin can modulate TI-induced CIN, apoptosis sensitivity and suppressing TNF-α-induced tumor growth.

## INTRODUCTION

First proposed by Virchow during the 19th century, a causal link between inflammation and various cancers, including liver, colorectal, gastric, lung, breast and cervical cancers is now supported by a large number of epidemiological and experimental data (Hojilla et al., 2008; Itzkowitz and Yio, 2004; McNamara and El-Omar, 2008; Szabo et al., 2007). During tumorigenesis, various cytokines are secreted either by the tumor cells itself or cells in its vicinity, to maintain a chronic pro-inflammatory and immunosuppressive condition in the tumor microenvironment and promote cell proliferation, apoptosis resistance, angiogenesis, invasion, and metastasis (Colotta et al., 2009; Lin and Karin, 2007; Peebles et al., 2007). Many cytokines modulate the NF-κB (nuclear factor kappa-B) signaling pathway leading to the pathogenesis of chronic inflammatory diseases including cancer (Yamamoto and Gaynor, 2001).

Targeting molecules downstream of the NF-κB signaling pathway might be a better choice as a therapeutic target for inflammation-associated cancers as this may have lesser side effects (Yamamoto and Gaynor, 2001). One of the downstream gene targets of TNF-α (tumor necrosis factor alpha) is FAT10 (HLA-F-adjacent transcript 10) or di-ubiquitin (UBD), whose expression is synergistically inducible by TNF-α and IFN-γ (interferon gamma) (TI) as well as retinoids (Dokmanovic et al., 2002; Lukasiak et al., 2008; Raasi et al., 1999). FAT10 is over-expressed in inflammation-associated cancers including hepatocellular carcinoma (HCC) and gastrointestinal cancers (Lee et al., 2003; Lukasiak et al., 2008), non-small cell lung cancer (Heighway et al., 2002) as well as glioma (Yuan et al., 2012). Our recent study also provides evidence that FAT10 is one of the downstream molecules in the pathway of inflammation-induced tumorigenesis (Gao et al., 2014) mediating the effect of TNF-α in causing numerical chromosome instability (CIN) (Gao et al., 2014; Ren et al., 2006) through its interaction with the mitotic checkpoint protein MAD2 (mitotic arrest deficient-2) (Liu et al., 1999; Theng et al., 2014) and protecting cells from TNF-α-induced cell death (Ren et al., 2011). FAT10 is an 18 kDa protein belonging to the ubiquitin-like modifier (UBL) family of proteins. It comprises two tandem head-to-tail ubiquitin-like domains with 29% and 36% identity to ubiquitin, respectively, that is separated by a short linker (Liu et al., 1999). Similar to ubiquitin, FAT10 contains a C-terminal di-glycine motif which is important for conjugation to different substrates including p53 (Li et al., 2011; Raasi et al., 2001). FAT10 was reported to be activated by the E1-enzyme UBA6/E1-L2 (Chiu et al., 2007) and USE1 (Aichem et al., 2010).

Silibinin, a flavanone in milk thistle (*Silybum marianum* L.), is widely used to treat a range of liver and gallbladder disorders, including hepatitis, cirrhosis, and as a hepatoprotectant against poisoning from wild mushroom, alcohol, chemical, and environmental toxins (Loguercio and Festi, 2011; Rainone, 2005). Over the last 15 years, silibinin has been shown to exert anticancer and cancer chemopreventive effects by affecting various signaling molecules/pathways involved in malignant cell growth (Tsuda et al., 2004). Silibinin was reported to alter MAPK, NF-κB and STATs signaling as well as cell cycle regulators (Cheung et al., 2010). Additional studies showed that silibinin also inhibits TI-induced STATs, MAPKs, NF-κB and AP-1 activation (Chittezhath et al., 2008).

Here, we report the first investigation to our knowledge of the role of silibinin in modulating TI-induced, FAT10-associated properties including CIN, apoptosis and tumor growth.

## RESULTS

### Upon TNF-α/IFN-γ treatment, differentially expressed genes centered on NF-κB pathway

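HCT116, a human colorectal carcinoma cell line, was profiled on Illumina bead arrays in 3 groups. Untreated cells (NT) were compared with cells given TNF-α at 50 ng/ml and IFN-γ at 50 U/ml for 8 h (TI), and TI cells with cells given both cytokines and silibinin at 100 µM (STI). Each group had 2 samples. The submitters call them biological replicates without saying whether they came from separate cultures, so the p-values measure the spread between these samples. Total RNA was labelled as biotinylated cRNA, and the array version is not given in the sources used here. The authors' values are intensities, 1 per gene symbol, quantile normalized between the 6 arrays with no background subtraction, and on every array they run from 52.1 to 45649. Before this normalization the median intensity was 117 and 112 on the NT arrays, 104 and 121 on the TI arrays, and 113 and 123 on the STI arrays. From 13547 to 14358 genes per array had a detection p under 0.05 against the array's negative controls. The intensities were put on the log2 scale, and the 15441 genes with such a detection p on at least 2 of the 6 arrays were tested with limma, all 3 groups sharing 1 estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method. A gene detected on no array of a group has only a bound there. Its change is given as at least N-fold, the mean of the brighter group against the mean, over the other group's arrays, of the lowest detected intensity or the gene's own, whichever is higher. With no background subtraction, folds of dim genes are understated. The number of arrays limits the precision, and the replicate correlation of log2 values across genes, which are not independent replicates, was 0.996 for NT, 0.996 for TI and 0.995 for STI.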

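Genes of the interferon and NF-κB responses led the change after TI. UBD, which encodes FAT10, and the chemokine gene CXCL10 had the largest measured rises, and IRF1, an interferon-induced transcription factor, rose by 4.78 on the log2 scale (standard error 0.103, n = 2 per group, adjusted p = 2.1e-10 from limma). The other 7 of the 10 largest measured rises were in the chemokine gene IL8, the guanylate-binding protein genes GBP1, GBP2 and GBP4, the apoptosis inhibitor gene BIRC3, the peptide transporter gene TAP1 and the cytokine gene IL32. Falls were smaller, the largest being in DDIT4L, which fell by 1.55 (standard error 0.102) and FGFBP1, which fell by 1.24 (standard error 0.112). REEP1 came next, followed by ID2, an inhibitor of helix-loop-helix transcription factors, which fell by 1.17 (standard error 0.107). Of the 15441 genes, 322 were higher and 114 lower with TI at an adjusted p under 0.05 from limma and a change of at least 1.5-fold. With no minimum fold, 530 were higher and 421 lower. These last counts fell to 331 and 178 without NT replicate 1, 326 and 97 without NT replicate 2, 337 and 124 without TI replicate 1, and 304 and 127 without TI replicate 2, the lone remaining sample being assumed to vary like the other groups. With limma's normexp background correction and each array scaled to a common median over all genes in place of quantile normalization, 70 genes were higher and 73 lower, and with the median over detected genes, a scaling chosen after the data were seen, 257 were higher and 49 lower. Only 39.05% to 41.38% of the gene rows were detected on an array, so the median over all of them is a background value. Scaling to it moves the median of the tested genes to -0.55 from NT to TI. With background correction and quantile normalization, 409 genes were higher and 242 lower by at least 1.5-fold.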

Transcriptome profiling of HCT116 cells treated with TI for 8 h revealed 493 differentially expressed genes with 357 up-regulated and 136 down-regulated genes (Fig. 1A,B and supplementary material Table S1). As expected, the top 5 networks as revealed by ingenuity pathway analyses (IPA) are primarily involved in infectious disease, inflammatory response, cancer, cell-death and survival (Fig. 1C) with key molecules of the top network centered primarily on key pro-inflammatory molecules including NF-κB (Fig. 1D). 

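Genes that NF-κB switches on rose together after TI. Of 31 measured NF-κB target genes, 24 rose and 7 did not pass the test at an adjusted p under 0.05 from limma (26 rose when adjusted over the list alone). TNFAIP3, whose product A20 limits NF-κB signalling, rose by 2.69 on the log2 scale (standard error 0.117, n = 2 per group), and NFKBIA, which encodes IκBα, rose by 2.54 (standard error 0.106). Among 14 NF-κB subunits, IκB proteins and IκB kinases, 8 rose and 6 did not pass (8 rose when adjusted over the list alone). RELB rose by 2.63 (standard error 0.175) and NFKB1 by 1.62 (standard error 0.128; 1.08 without a call with background correction and the arrays scaled to their median over all genes), whereas RELA, which encodes p65, had a log2 fold change of 0.48 (standard error 0.195, adjusted p = 0.20 from limma). Interferon-stimulated genes rose too, 31 of 36 antiviral ones among them (33 when adjusted over the list alone). PARP9 rose by 3.18 (standard error 0.103) and the antiviral RNA sensor gene IFIH1 by 3.06 (standard error 0.132). Of 18 genes of MHC class I presentation, 16 rose (16 when adjusted over the list alone), TAP1 by 3.37 and B2M by 1.38. These 4 lists stood above the other genes in limma's camera with its preset correlation of 0.01 and with an estimated correlation, the adjusted p in the latter running from 0.00554 to 0.0199 for the NF-κB subunits. Of 8 genes of MHC class II presentation, 5 rose (6 when adjusted over the list alone; adjusted p = 0.0563 from camera with an estimated correlation), HLA-DRA by 1.37. The count was 3 without NT replicate 2 or TI replicate 2, where CIITA, which encodes the class II transactivator, and HLA-DOB lost their calls (0.65 and 0.62, and 0.73 and 0.65), and 2 without TI replicate 1. TNF was detected on no NT or TI array and IFNG on none of the 6, so neither was tested.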

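Genes on both sides of cell death rose with TI. Of 22 death receptors, caspases and pro-apoptotic BCL2 family genes, 6 rose and APAF1, the caspase-9 activator gene, fell by 0.52 (9 rose and 1 fell when adjusted over the list alone). The APAF1 call was lost without NT replicate 1 (-0.50), NT replicate 2 (-0.54) and TI replicate 2 (-0.39). The inflammatory caspase gene CASP4, detected on both TI arrays and on neither NT array, was at least 3.47-fold higher with TI (adjusted p = 6.4e-07 from limma, n = 2 per group). PMAIP1, which encodes the pro-apoptotic protein NOXA, rose by 1.62 on the log2 scale (standard error 0.117), and the death receptor gene FAS rose by 1.05 (standard error 0.0979). Of 12 inhibitors of apoptosis, 4 rose (7 when adjusted over the list alone), namely BIRC3 by 3.60, TNFAIP3, BIRC2 by 0.58 and MCL1 by 0.57. The BIRC2 call was lost without NT replicate 1 (0.52) and TI replicate 1 (0.54), and the MCL1 call without NT replicate 2 (0.48), TI replicate 1 (0.58) and TI replicate 2 (0.56). Both lists stood above the other genes with camera's preset correlation, with adjusted p = 0.0928 for the pro-apoptotic list and 0.0563 for the inhibitors with an estimated correlation, and their medians of 0.12 and 0.29 turned to -0.47 and -0.01 with background correction and the arrays scaled to their median over all genes, which moves the median of all genes to -0.55. The 30 gene lists used were written before the deposited data were examined, but after Tables S1 to S3 had been read. Those tables come from these same samples, so the list counts and camera's p-values are not independent of them. From the network analysis of its differentially expressed genes (Fig. 1C,D), the paper states that the leading networks concern inflammation, cancer and cell death, with pro-inflammatory molecules including NF-κB at the centre of the top network.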

As FAT10 was clearly the most highly up-regulated gene (85.7 fold) in this transcriptome profile (supplementary material Table S1), we proceeded to identify the common genes and pathways from cells treated with TI and cells with over-expression of the FAT10 gene by comparing this transcriptome profile with the transcriptome profile of HCT116 cells with over-expression of the FAT10 gene. 

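UBD, the gene of the ubiquitin-like modifier FAT10, had the largest measured log2 difference of the 15441 genes tested. It was detected on both TI arrays and on neither NT array, with a log2 intensity of 13.00 ± 0.04 (SD, n = 2) in TI against 6.70 ± 0.07 (SD, n = 2) in NT. This is at least 76.4-fold higher with TI (adjusted p = 1.9e-11 from limma). The chemokine gene CXCL10, also undetected in NT, was at least 73.0-fold higher (adjusted p = 1.9e-11 from limma), and such bounds do not rank the genes. The measured log2 difference of UBD was 6.29, and 7.49 with background correction. In the annotation of GRCh38.p14, UBD lies between the olfactory receptor gene OR2I1 and the pseudogene OR2H5P. Of 9 measured genes of FAT10 and its conjugation and binding partners, 4 rose (5 when adjusted over the list alone; adjusted p = 0.0664 from camera with an estimated correlation). The list's median turned to -0.15 with background correction and the arrays scaled to their median over all genes, which moves the median of all genes to -0.55. Besides UBD those that rose were NUB1, which binds FAT10 and speeds its degradation, by 0.82 (standard error 0.102), the autophagy receptor gene SQSTM1 by 0.71 (standard error 0.0987), and UBE2Z, which encodes the FAT10-conjugating enzyme USE1, by 0.56 (standard error 0.109, adjusted p = 0.0099 from limma). The UBE2Z call was lost without NT replicate 2 (0.46), without TI replicate 1 (0.61) and without TI replicate 2 (0.52), and with background correction and the arrays scaled to their median over all genes (0.03) or over detected genes (0.65). UBA6, the FAT10-activating enzyme, had a log2 fold change of 0.26 (standard error 0.171, adjusted p = 0.45 from limma). The arrays of FAT10-overexpressing cells are not analysed here.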

As evident in Fig. 1E, a total of 35 (20 up-regulated and 15 down-regulated) genes were identified to be commonly differentially expressed in TI and FAT10-expressing cells. More than 70% of these genes are in the anti-microbial/inflammatory or cell-death/survival pathways (Fig. 1E). In fact, the top 2 networks with equally strong prediction scores computed by IPA are antimicrobial/inflammatory response/infectious disease and cell-death and survival (Fig. 1F). The key molecules in these pathways revolved around molecules involved in inflammation (e.g. TNF, NF-κB and IFN) and cell-death/survival (e.g. FOS, p53) suggesting FAT10 play roles in inflammation as well as cell-death/survival through TNF and NF-κB (Fig. 1G,H) which concurs with our previous observations (Ren et al., 2011).

**Fig. 1.**
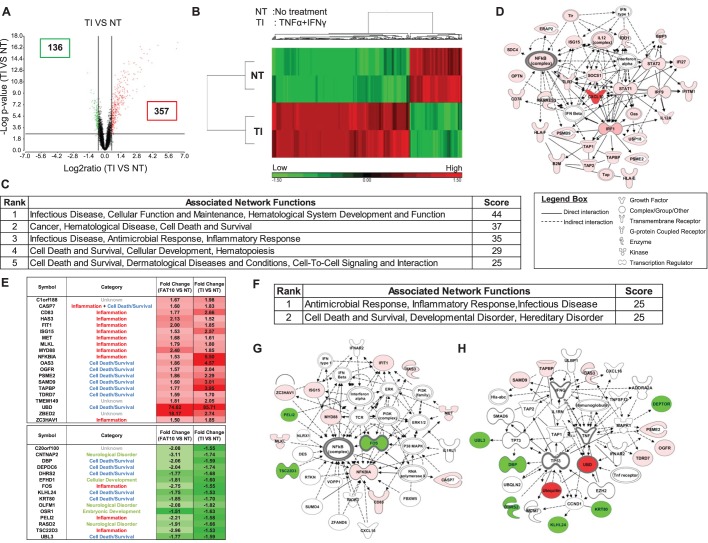
**Differentially expressed genes and pathways deregulated in HCT116 cells treated with TNF-α/IFN-γ (TI).** (A) Volcano plot and (B) Heat map of expression profiles of genes deregulated in cells treated with TI compared with untreated cells (NT). Red denotes high expression; green indicates low expression. (C) Top 5 networks of genes that were differentially expressed in cells treated with TI compared to NT. (D) Schematic representation of the top ranked network (infectious disease, cellular function and maintenance) of these differentially expressed genes predicted by the ingenuity pathway analysis (IPA). The types of molecules are annotated in the legend box. Genes linked to at least three other genes in the network are referred to as hub genes. (E) Genes commonly differentially expressed in FAT10-expressing cells and cells treated with TI. Down-regulated genes (relative to untreated cells) are represented in green; up-regulated genes (relative to untreated cells) are represented in red. The intensity of the colors represent the strength of the gene deregulation. (F) Top 2 networks of commonly differentially expressed genes in FAT10- and TI treated cells as predicted by IPA. Red denotes up-regulated genes while green represents down-regulated genes. Schematic representation of the (G) top ranked network (antimicrobial response, inflammatory response, infectious disease) and (H) second top ranked network (cell death and survival, developmental disorder, hereditary disorder) of these commonly differentially expressed genes in FAT10- and TI treated cells as predicted by IPA.

### Silibinin likely target NF-κB pathway to revert gene expression deregulated by TNF-α/IFN-γ to normal

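For the effect of silibinin, the 2 STI arrays were set against the 2 TI arrays, and against the NT arrays to see how far each gene was from its untreated level. The paper's text does not name how long the STI cells of the arrays were treated. There is no group given silibinin alone, so an effect of silibinin on resting cells is not measured. The TI arrays enter both the comparison with NT and the comparison with STI, with opposite sign, and a chance deviation on them therefore pushes a gene in opposite directions. The first principal component of the tested genes held 64.5% of the variance and the second 19.6%. A log2 value differed between the 2 samples of a group with an SD over genes of 0.167 in NT, 0.172 in TI and 0.199 in STI. Both arrays detected 12946 genes in NT, 12666 in TI and 12361 in STI.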

To elucidate the effect of silibinin on TI-treated cells, cDNA microarray analyses were performed on cells treated with silibinin/TI (STI) versus cells treated with TI. 

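The stress gene DDIT3 and small nuclear RNAs were among the largest rises with silibinin. DDIT3, the gene of the stress-induced transcription factor CHOP, rose by 2.36 on the log2 scale from TI to STI (standard error 0.12, n = 2 per group, adjusted p = 8.9e-07 from limma). LCN2, the gene of the iron-scavenging protein lipocalin 2, rose by 2.36 (standard error 0.10), the uridine phosphorylase gene UPP1 by 2.33 (standard error 0.0991) and DHRS2 by 2.11 (standard error 0.105). RN7SK, the 7SK RNA that restrains transcription elongation, rose by 2.42 (standard error 0.112), and RNU1G2, RNU1-5 and RNU1-3, near-identical copies of the U1 splicing RNA that probes may not tell apart, rose by 2.40, 2.29 and 2.26. LOC100132394 and PABPC1L completed the 10 largest rises. The largest falls were in KITLG, the gene of the KIT receptor's ligand, which fell by 1.61 (standard error 0.142), and ZCCHC12, which fell by 1.57 (standard error 0.0992). C10orf75, UBD, ANKRD37, ARID5B, DDX46, CXCL10, the histone gene H3F3B and the chromatin protein gene HMGB1 followed. Of the 15441 genes, 555 were higher and 424 lower with silibinin at an adjusted p under 0.05 from limma and a change of at least 1.5-fold. With no minimum fold, 1730 were higher and 1803 lower. These fell to 993 and 927 without TI replicate 1, to 898 and 849 without TI replicate 2, and the lower genes to 1198 without STI replicate 2. With background correction and the arrays scaled to their median over all genes, 43 were higher and 10 lower, and with the median over detected genes 386 were higher and 287 lower. With background correction and quantile normalization, 892 were higher and 816 lower by at least 1.5-fold.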

Fig. 2A (supplementary material Table S2) shows a total of 1116 differentially expressed genes, 503 of which are down-regulated and 613 up-regulated. 

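Genes of DNA replication and of mitosis that passed the test mostly fell with silibinin. Of 46 measured genes of the G1/S transition and DNA replication, 19 fell from TI to STI and 2 rose at an adjusted p under 0.05 from limma (27 fell and 2 rose when adjusted over the list alone). The falls numbered 12 without STI replicate 1, 9 without TI replicate 1 and 11 without TI replicate 2. POLE2, a subunit gene of DNA polymerase epsilon, fell by 0.92 on the log2 scale (standard error 0.111, n = 2 per group), UHRF1, which maintains DNA methylation, fell by 0.81 (standard error 0.115), the flap endonuclease gene FEN1 fell by 0.78 (standard error 0.112), and GINS2 of the replicative helicase fell by 0.74 (standard error 0.116). The 2 that rose, ORC6L by 0.39 and the cyclin gene CCNE1 by 0.35, were looked up after their values were seen, and both calls were lost without STI replicate 1 (0.34 and 0.28), TI replicate 1 (0.39 and 0.37) and TI replicate 2 (0.39 and 0.32). Of 40 genes of mitosis and the spindle checkpoint, 20 fell and the other 20 did not pass the test (30 fell and 1 rose when adjusted over the list alone), with 13 falling without TI replicate 1, 12 without TI replicate 2, and 14 falling and 1 rising without STI replicate 2. MAD2L1, the gene of the spindle checkpoint protein MAD2, fell by 0.80 (standard error 0.146, adjusted p = 0.0034 from limma), a call lost with background correction and the arrays scaled to their median over all genes (-0.85) or over detected genes (-0.87). The spindle gene ASPM fell by 0.78 (standard error 0.0987), the mitotic kinase gene PLK1 fell by 0.77 (standard error 0.123) and DLGAP5 fell by 0.76 (standard error 0.10). The median change was -0.28 over the replication list and -0.35 over the mitosis list. Both stood below the other genes in camera with its preset correlation, and with an estimated correlation the adjusted p was 0.0921 for replication and 0.074 for mitosis. Genes of DNA repair and the damage checkpoint went both ways, 3 of 35 rising and 3 falling (3 and 3 when adjusted over the list alone; adjusted p = 0.695 from limma's camera), and 1 and 4 did without STI replicate 2 and 1 and 1 without TI replicate 2. The excision repair gene ERCC1 rose by 0.64 (standard error 0.0969), and XRCC6, which encodes the Ku70 protein of end joining, fell by 0.48 (standard error 0.0955). XRCC2 and XRCC5, looked up after their values were seen, rose by 0.37 and fell by 0.43. The XRCC2 call was lost without any 1 of the STI and TI arrays (0.30 to 0.45), and the XRCC5 call without STI replicate 1 (-0.40) and TI replicate 2 (-0.34). FANCG rose by 0.51, a call lost without STI replicate 2 (0.35) and without TI replicate 2 (0.39). UNG fell by 0.44, a call lost without STI replicate 2 (-0.40), TI replicate 1 (-0.45) and TI replicate 2 (-0.42).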

The top associated network function affected by silibinin was found to be cell-cycle, DNA replication, recombination and repair and cancer (Fig. 2B). A subset of 35 genes, which included FAT10 (UBD) (boxed in blue), was found to facilitate the reversion of expression profiles of cells from TI treated to un-treated (NT) levels (Fig. 2C, supplementary material Table S3). 

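The genes of Table S3 moved back toward NT with silibinin to different extents. Of its 35 genes, 34 were tested, since APOL3 was detected on no array. All 34 changed in opposite directions in the comparisons of TI with NT and of STI with TI at an adjusted p under 0.05 from limma, 30 of them by at least 1.5-fold in both. Some calls did not hold with 1 array left out. These were calls of FAM89B, EPHX2, FLJ20021, CDC2L6, FOS, RNF43, DHRS3 and CREB3L2, lower with TI, and of OAS3, higher with TI. The study chose these genes on the same samples, so this is not independent evidence of their direction. Of the 20 tested genes higher with TI, 15 were still apart from NT in STI. Over these 20 genes the median share of the log2 TI change left was 47% (range -8.36% to 80.4%). IFITM1, an interferon-induced membrane protein gene, rose by 1.96 with TI (standard error 0.122, n = 2 per group) and then fell by 1.18 with silibinin, with 39.7% of the log2 change left. S100A3, a calcium-binding protein gene, kept 37.2%. The 5 not apart from NT were LOC644350, the antiviral gene IFIT1, CD47, whose product inhibits phagocytosis, and CCL2 and C13orf16, which were detected on no NT or STI array. The 14 genes lower with TI did not pass limma's test against NT in STI, TM7SF2 having the lowest unadjusted p of 0.0827, and their median share left was -4.29% (range -30.0% to 11.1%). A gene that misses this test is not shown to be at its NT level. The genes of Table S3 come from Tables S1 and S2, which hold no fold under 1.5. The 14 genes lower with TI changed by -0.57 (RNF43) to -0.96 (KLF2), so they could enter only by moving most or all of the way back. UBD, with a change of 6.29, could enter with most of it left. The difference in share between the genes higher and lower with TI is therefore partly fixed by this choice.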

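Over all genes, more of those changed by TI moved further from NT with silibinin than moved back. Among the 436 genes changed by TI by at least 1.5-fold, 32 moved back by at least 1.5-fold, of which 30 are in Table S3, and 64 moved further, both at an adjusted p under 0.05 from limma in each comparison. Genes that moved further include the chemokine gene IL8, which rose by 4.09 with TI and by another 1.19 with silibinin (standard error 0.111 each, n = 2 per group), and the ubiquitin-like modifier gene ISG15, which rose by 1.45 and then by 0.95 (standard error 0.10 each). With no minimum fold, 145 genes moved back and 255 further. With background correction and the arrays scaled to their median over all genes, 4 moved back and 3 further, so the order turned, and with the median over detected genes 20 moved back and 38 further. The median share of the TI change left was 107.9% ± 1.81 (SD over the STI arrays, n = 2) for the 322 genes higher with TI and 111.9% ± 5.74 (SD over the STI arrays, n = 2) for the 114 lower, genes undetected in a group entering with background intensities. Because the TI arrays are shared, 100 simulations were made in which all 3 groups were drawn around the TI means. They gave a mean of 0.02 genes moved back and 0 moved further. With no gene changed, few calls could arise, so these values are no baseline for genes that TI changed. Independent lists of the observed sizes would share 12.9 genes in opposite and 14.7 in equal directions. The covariance of the 2 fold changes over genes was 0.00356, against -0.0067 in the simulations, a difference of 0.0103. The TI group cannot be split into parts of 2 arrays each, so part of the 32 genes moved back may come from the shared arrays.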

The top network with the strongest prediction scores computed from IPA for this subset of 35 genes was cell-to-cell signaling and the nodal molecule in this network remains as NF-κB complex with several key deregulated molecules which includes FAT10 (UBD), FOS, KLF2 and chemokines, CXCL10, CCL2 and IL32. Hence, silibinin likely target NF-κB pathway to revert gene expression deregulated by TNF-α/IFN-γ to normal (Fig. 2D, supplementary material Table S4).

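Of the molecules named in this network, silibinin lowered UBD and the chemokine and cytokine genes and raised FOS and KLF2. UBD fell by 1.45 on the log2 scale from TI to STI (standard error 0.105, n = 2 per group, adjusted p = 1.3e-05 from limma) to a log2 intensity of 11.55 ± 0.13 (SD, n = 2). It remained at least 28.0-fold above NT. CXCL10, which attracts T cells, fell by 1.33 (standard error 0.0988, adjusted p = 1.5e-05 from limma), and IL32 fell by 0.64 (standard error 0.109, adjusted p = 0.0023 from limma). CCL2, which attracts monocytes, was detected on both TI arrays and on no NT or STI array. It was at least 1.47-fold higher in TI than in NT (adjusted p = 0.0011 from limma) and at least 1.43-fold lower in STI than in TI (adjusted p = 0.00045 from limma). KLF2, a transcription factor gene, fell by 0.96 with TI (standard error 0.106) and rose by 0.93 with silibinin (standard error 0.106, adjusted p = 0.00021 from limma). The AP-1 gene FOS fell by 0.63 with TI (standard error 0.126, adjusted p = 0.012 from limma) and rose by 0.62 with silibinin (standard error 0.126, adjusted p = 0.0059 from limma). For FOS the first call was lost without NT replicate 2 (-0.44), TI replicate 1 (-0.68) and TI replicate 2 (-0.58), and the second without TI replicate 2 (0.57). With background correction and the arrays scaled to their median over all genes, the changes of all 6 genes from TI to STI missed the threshold (UBD -1.52, CXCL10 -1.39, IL32 -0.73, KLF2 0.94, FOS 0.69 and CCL2 -0.92), and with the median over detected genes those of IL32 (-0.75), FOS (0.67) and CCL2 (-0.93) did. The changes from NT to TI of FOS (-1.30 and -0.68) and CCL2, undetected in NT (1.03 and 1.64), missed it under both.

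**Figure D1:**
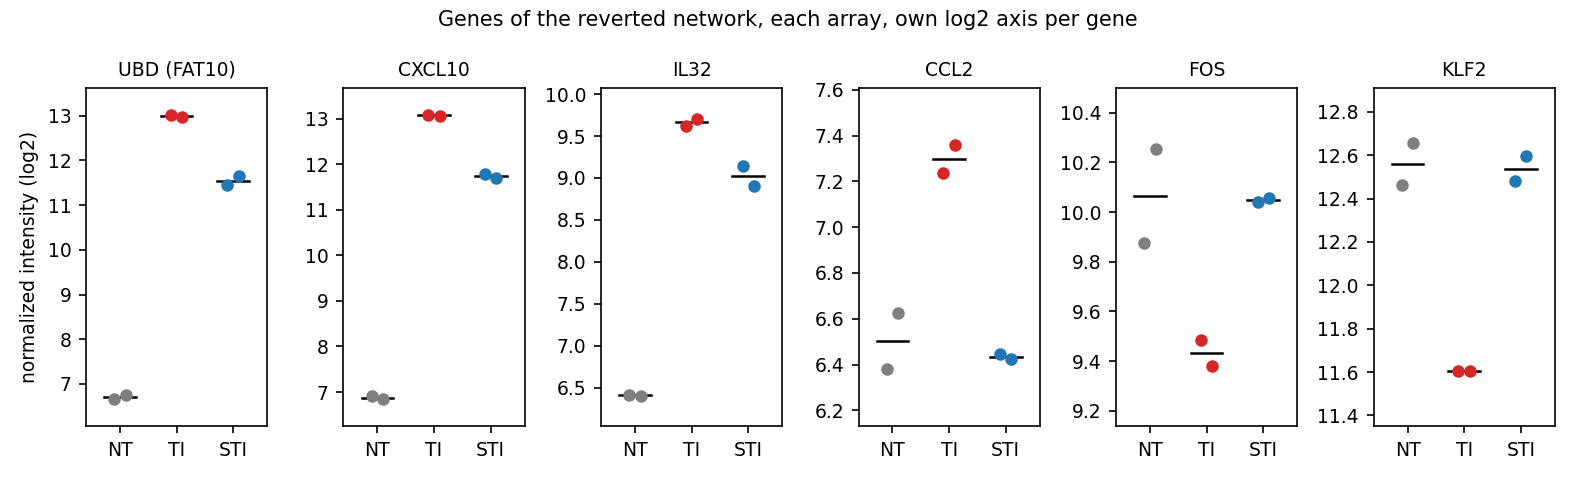
Normalized intensity on the log2 scale of UBD, CXCL10, IL32, CCL2, FOS and KLF2 on each of the 2 arrays of NT (grey), TI (red) and STI (blue) cells, with a line at each group's mean and an axis of its own for each gene. UBD, CXCL10 and IL32 in STI lie below TI and above NT, while FOS and KLF2 dip in TI only. UBD, CXCL10 and IL32 were not detected in NT, nor CCL2 in NT and STI, so their points there are background intensity.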

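With silibinin, more NF-κB target genes rose than fell against TI alone. Camera called the list's shift only with its preset correlation. Of 31 measured targets, 17 rose from TI to STI and 3 fell at an adjusted p under 0.05 from limma (19 rose and 3 fell when adjusted over the list alone). The chemokine gene CCL20 rose by 2.05 on the log2 scale (standard error 0.139, n = 2 per group) and the chemokine gene CXCL2 by 1.28 (standard error 0.0996). Those that fell were CCL2, the gelatinase gene MMP9, detected on no STI array and at least 1.26-fold lower, and NFKBIE, which encodes IκBε, by 0.46, a call lost without TI replicate 1 (-0.43). The list's median was 0.46, above the other genes in camera with its preset correlation (adjusted p = 1.4e-09 from limma's camera) and not with an estimated one (adjusted p = 0.074 with an estimated correlation). The estimated correlation, -0.0095, lay below the preset 0.01, so correlation between members does not explain the lost call. NFKBIA had a log2 fold change of 0.06 (standard error 0.106, adjusted p = 0.74 from limma) and RELA of -0.01 (standard error 0.195, adjusted p = 0.98 from limma). Of 14 subunits, IκB proteins and IκB kinases, 4 rose and NFKBIE fell (5 rose and 1 fell when adjusted over the list alone; adjusted p = 0.191 from limma's camera). NFKB2, detected on 1 array each of TI and STI, rose by 0.91 (standard error 0.0997; 1.00 without a call with background correction and the arrays scaled to their median over all genes) and BCL3 by 0.79 (standard error 0.104). The kinase genes IKBKG, by 0.36, and IKBKB, looked up after its value was seen, by 0.33, lost their calls without NT replicate 1 (0.36 and 0.33), NT replicate 2 (0.36 and 0.33), STI replicate 2 (0.23 and 0.39), TI replicate 1 (0.39 and 0.33) and TI replicate 2 (0.32 and 0.33), and IKBKB also without STI replicate 1 (0.27).

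**Figure D2:**
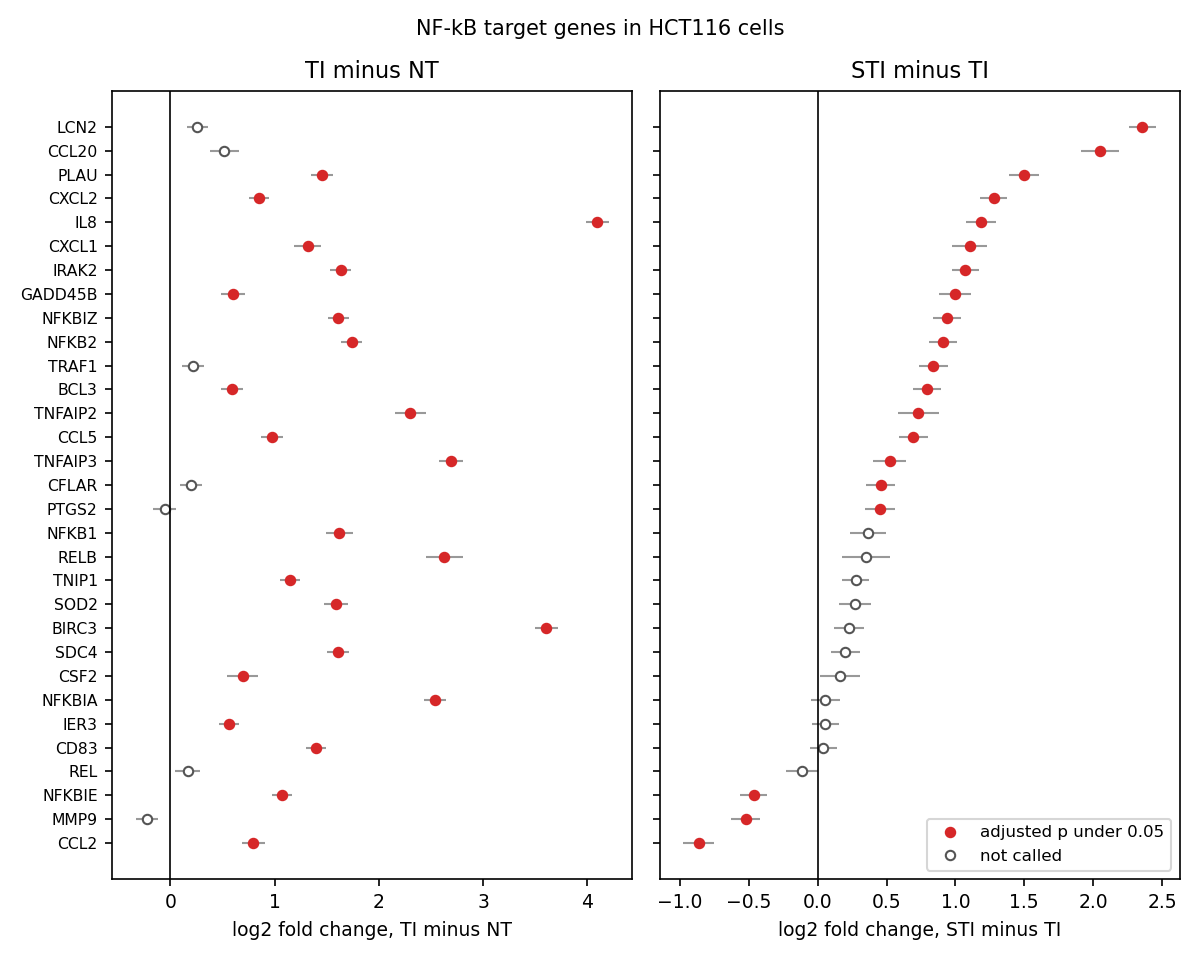
Log2 fold change of 31 NF-κB target genes from NT to TI (left) and from TI to STI (right), with bars of 1 standard error from the limma fit of 2 arrays per group and genes sorted by the change on the right. Filled red points have an adjusted p under 0.05 and open points do not. On the right, LCN2 is at the top at 2.36 and CCL2, which was undetected in STI, at the bottom.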

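Interferon-stimulated genes moved in both directions with silibinin. GBP2, an interferon-induced guanylate-binding protein gene, fell by 0.84 from TI to STI (standard error 0.104, n = 2 per group, adjusted p = 0.00034 from limma). Of 36 interferon-stimulated antiviral genes, 7 rose and 4 fell at an adjusted p under 0.05 from limma (10 and 9 when adjusted over the list alone; adjusted p = 0.903 from limma's camera), and this list's median of -0.11 and mean of 0.01 differ in sign. Of 18 genes of MHC class I presentation, 1 rose (1 when adjusted over the list alone; adjusted p = 0.174 from limma's camera), HLA-E by 0.43, a call lost without TI replicate 2 (0.36), while 2 rose and 1 fell without STI replicate 1 and 2 rose without STI replicate 2. Of 8 genes of MHC class II presentation, 3 fell (4 when adjusted over the list alone; adjusted p = 0.154 from limma's camera), namely HLA-DOB, HLA-DRA and HLA-DRB4. The HLA-DOB call was lost without STI replicate 2 (-0.30), TI replicate 1 (-0.50) and TI replicate 2 (-0.28), the HLA-DRA call without any 1 of the STI and TI arrays (-0.38 to -0.30), and the HLA-DRB4 call without NT replicate 1 or 2 (-0.34), STI replicate 1 (-0.34), STI replicate 2 (-0.33) and TI replicate 1 (-0.22). TNF was detected on 1 STI array and was not tested. From the network of the 35 genes of Table S3, in which the NF-κB complex is the nodal molecule, the paper proposes that silibinin targets the NF-κB pathway to return gene expression changed by TNF-α and IFN-γ to normal. Its reporter, p65 localization and IκBα protein experiments measure other steps than these mRNA levels and are not analysed here.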

**Fig. 2.**
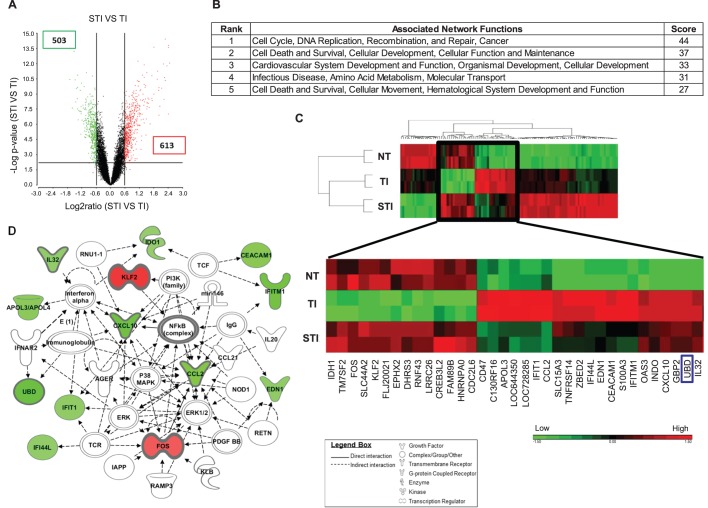
**Differentially expressed genes and pathways deregulated in HCT116 cells treated with silibinin/TNF-α/IFN-γ (STI) compared to cells treated with TNF-α/IFN-γ (TI).** (A) Volcano plot of expression profiles of genes deregulated in STI versus TI cells. (B) Table shows the top 5 networks of genes differentially expressed in STI versus TI cells. (C) Heat map of expression profiles of genes deregulated in STI versus TI treated cells. Subset of genes treated with STI that facilitate the reversion of expression profiles of cells from TI treated (TI) to untreated (NT) levels are magnified below the heat map. UBD gene (FAT10) is boxed in blue. Red indicates high expression; green indicates low expression. (D) Schematic diagram that shows the top ranked network (cell-to-cell signaling and interaction, cellular movement, connective tissue development and function) of this subset of genes that can revert TI to NT phenotype.

### TNF-α/IFN-γ induce endogenous FAT10 expression through NF-κB while silibinin inhibits TNF-α/IFN-γ-induced FAT10 gene expression transcriptionally through down-regulating IκBα and disrupting TNF-α/IFN-γ stimulated p65 nuclear translocation and NF-κB activation

Our recent study suggests that FAT10 may play an important role in inflammation-induced tumorigenesis through mediating the effect of TNF-α in causing numerical CIN and protecting cells from TNF-α-induced cell death (Ren et al., 2011). Since IPA results as described above also suggest that NF-κB feature prominently in cells treated with TI and silibinin likely targets the NF-κB pathway to revert gene expression deregulated by TI to normal (Fig. 2C), GenomatixMatInspector v8.0 (http://www.genomatix.de) was employed to identify putative transcription factor binding sites associated with TI. Seven potential NF-κB binding sites were identified at the FAT10 promoter (−2500/+209) (Fig. 3A).

**Fig. 3.**
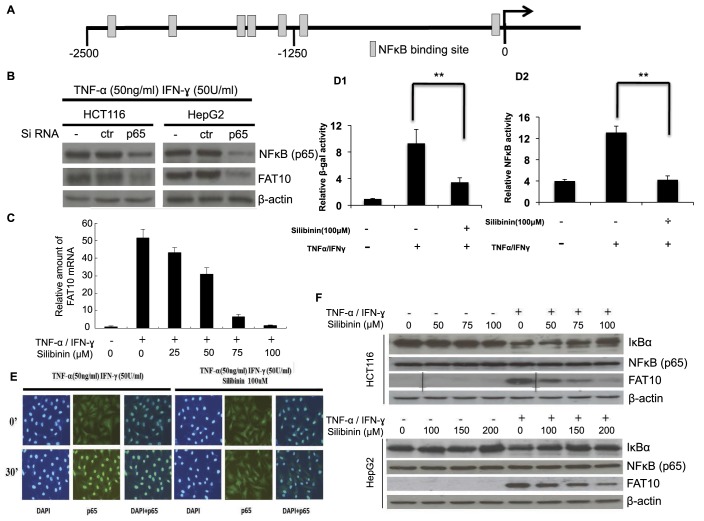
**Silibinin inhibits TNF-α/IFN-γ (TI)-induced endogenous FAT10 expression through NF-κB signaling pathway.** (A) Seven predicted binding sites of NF-κB were found within 2.5 kb upstream of FAT10 promoter region by GenomatixMatInspector Version 8.0 (http://www.genomatix.de). (B) p65 plays a role in modulating FAT10 expression induced by TI. Cells were electroporated with control siRNA (ctr) or siRNAs against p65 (p65) and grown for 24 h. They were then cultured with or without TI for 8 h before harvest. Inhibition of NF-κB subunit p65 expression by its specific siRNA and FAT10 expression were confirmed by western blot. (C) Silibinin inhibits TI-induced FAT10 mRNA levels in a dose dependent manner. Real-time reverse transcription (RT)-PCR was performed to measure the levels of FAT10 mRNA. (D1) Silibinin inhibits TI-induced FAT10 promoter and (D2) Silibinin inhibits NF-κB activities. FAT10-promoter driven β-galactosidase reporter and the NF-κB-SEAP constructs were co-transfected into HepG2 cells using Lipofectamine 2000. 36 h after transfection, cells were treated with TNF-α (50 ng/ml) and IFN-γ (50 U/ml), in the presence or absence of 100 µM silibinin. Nine hours later, cells were harvested and FAT10-promoter driven β-galactosidase reporter and NF-κB driven SEAP activities were determined and normalized against GFP expression and total protein content. All data are shown as mean±s.e. (standard error). **P<0.01 compared to no Silibinin treatment. (E) Silibinin inhibits TI-induced p65 nuclear translocation. Nuclear localization of the p65 subunit of NF-κB in HepG2 cells was detected by immunofluorescence analysis using p65 antibody. (F) Silibinin modulates key molecules of the NF-κB pathway. Western blot analyses were performed to determine the protein expression of FAT10 and NF-κB (p65) in cells treated with TI in the presence or absence of silibinin.

To evaluate the role of NF-κB in regulating the expression of FAT10, siRNAs against p65 subunit (sip65) of the NF-κB complex were used to inactivate the NF-κB pathway. As evident in Fig. 3B, inhibition of the p65 subunit of NFκB significantly attenuated the TI induction of FAT10 expression in both HCT116 and HepG2 cells suggesting that TI modulated FAT10 expression through NF-κB pathway.

As silibinin was reported to inhibit TI-induced NF-κB pathway (Chittezhath et al., 2008), and TI-associated FAT10 expression is modulated through NF-κB pathway, we would like to investigate if silibinin modulate TI-induced FAT10 expression through NF-κB pathway. Fig. 3C shows that while TI induced the transcript expression of FAT10, silibinin attenuated this induction in a dose dependent manner. To determine if the modulation of FAT10 transcript expression by silibinin is at the promoter level and through the NF-κB pathway, FAT10 promoter driven β-galactosidase reporter vector and the NF-κB-SEAP vector were co-transfected into HepG2 cells. The NF-κB-SEAP vector contains the SEAP reporter gene and is designed to monitor the activation of NF-κB. Compared to vehicle control, the increase in FAT10 promoter driven β-galactosidase activity and NF-κB driven SEAP activity were 9.55-fold and 3.15-fold, respectively, after treatment with TI for 12 h (Fig. 3D). When both TI as well as 100 µM silibinin was added simultaneously, both FAT10 promoter driven β-galactosidase activity and NF-κB activity were greatly reduced to 3.45-fold and 1.09-fold, respectively (Fig. 3D). We next performed immunofluorescence analysis of cells treated either with TI or silibinin/TI using NF-κB (p65) antibody to determine the localization of NF-κB (p65). Fig. 3E shows that upon TI induction, in the absence of silibinin, NF-κB (p65) was localized to the nucleus of the cells (Fig. 3E, left panels). In the presence of silibinin and TI, NF-κB (p65) is no longer localized to the nucleus (Fig. 3E, right panels). Taken together, these data suggest that silibinin inhibits TI-induced FAT10 transcript expression at the promoter level through inhibiting NF-κB activation and disrupting TI-induced nuclear localization of NF-κB (p65).

As degradation of IκB was reported to be essential for the nuclear translocation of NF-κB (Baeuerle and Baltimore, 1988), we next determined if silibinin affects the expression of IκBα protein. Western blot analyses of HCT116 and HepG2 cells revealed that in the absence of silibinin, upon TI treatment, total IκBα protein expression was significantly decreased, likely due to the rapid degradation of the IκBα protein (Fig. 3F). Treatment of these TI-induced cells with varying concentrations of silibinin (0–100 μM in HCT116 and 0–200 μM in HepG2 cells) for 12 h resulted in a significant dose-dependent increase in the levels of total IκBα in both cell types. The expression levels of the NF-κB (p65) remain unchanged in both these TI-induced cells treated with various concentrations of silibinin (Fig. 3F). These results suggest that silibinin may inhibit the degradation of IκBα in TI-induced cells.

### Silibinin blocks TNF-α/IFN-γ-induced chromosomal instability, and sensitizes HCT116/HepG2 cells to TNF-α/IFN-γ-induced apoptosis

The functional consequences of silibinin to cells whose FAT10 expression is induced by TI were then investigated. Since FAT10 was previously reported to directly mediate the induction of chromosome instability (CIN) by TNF-α (Ren et al., 2011), we examined if silibinin can mitigate CIN in TI treated cells as silibinin inhibits FAT10 expression. As described previously, HCT116 and HepG2 cells were chronically treated with TI for about ten passages and then harvested for karyotype analysis. Greater than 80% of untreated HCT116 and HepG2 cells showed the modal chromosome number of 40–49 and 50–59, respectively (Fig. 4A). Treatment of the cells with silibinin alone did not significantly affect the modal chromosome number of the cells (Fig. 4A). Most of the TI chronically treated cells exhibited abnormal chromosome number (Fig. 4A), with only ∼40% of cells retaining normal chromosome number. Upon addition of silibinin to TI chronically treated cells, majority (∼75%) of the TI treated cells reverted to their untreated modal chromosome numbers.

**Fig. 4.**
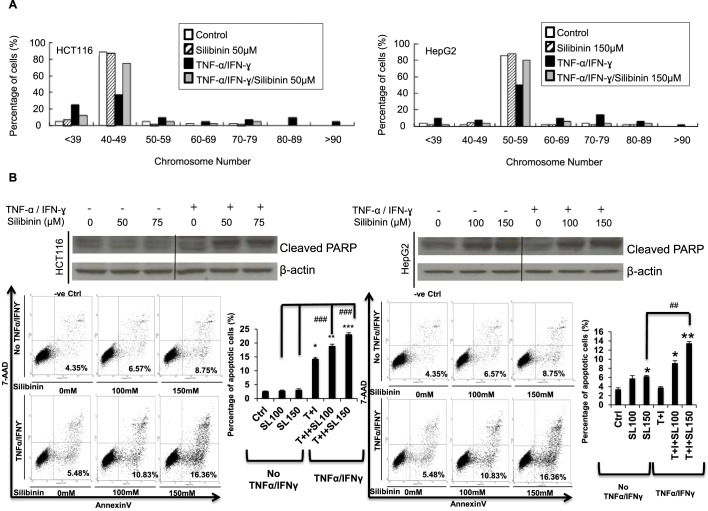
**Silibinin prevents TNF-α/IFN-γ (TI)-induced chromosomal instability (CIN) and sensitizes cells to TNF-α/IFN-γ (TI)-induced apoptosis.** (A) HCT116 (left panel) and HepG2 (right panel) cells were grown in media containing TI or silibinin/TNF-α/IFN-γ for ten passages before karyotyping was performed. 45–55 cells were karyotyped. (B) The apoptosis profile of HCT116 (left panel) or HepG2 (right panel) was determined by FACS analyses using Annexin V-FITC apoptosis detection kit and by determining cleaved-PARP with western blot. All data shown are mean±s.e. ** denotes *P*<0.01, ***denotes *P*<0.001 compared with control cells; ^#^denotes *P*<0.05, ^##^ denotes *P*<0.01 compared with silibinin treated cells only.

In addition to CIN, FAT10 was also found to facilitate the resistance of cells against TNF-α induced cell death (Ren et al., 2011). As numerical CIN was also reported to facilitate the generation of more aggressive tumor cells with a reduced propensity to undergo apoptosis (Castedo et al., 2006), we thus examined if silibinin is able to sensitize these cells to TI-induced apoptosis. As evident from Annexin V-PI staining observed by FACS analyses in Fig. 4B, in the absence of TI (Untreated), silibinin did not significantly affect the apoptotic profiles of HCT116. Upon TI treatment in the absence of silibinin greater apoptosis 3.98% to 14.99% (Fig. 4B, left lower panels) was observed in HCT116 but not HepG2 (4.35% to 5.48%, Fig. 4B, right lower panels) cells. Treatment with silibinin and TI resulted in significant dose-dependent increase in apoptosis in both HCT116 (from 14.99% to 23.27%) and HepG2 (from 5.48% to 16.36%) cells (Fig. 4B, lower panels). Consistently, significantly higher levels of cleaved PARP was observed in cells treated with silibinin and TI, which suggests that silibinin sensitizes HepG2 and HCT116 cells to TI-induced apoptosis. Similarly, significantly less colonies on soft-agar was observed in HCT116 cells treated with silibinin and TI compared to those treated with only TI (Fig. 5A).

**Fig. 5.**
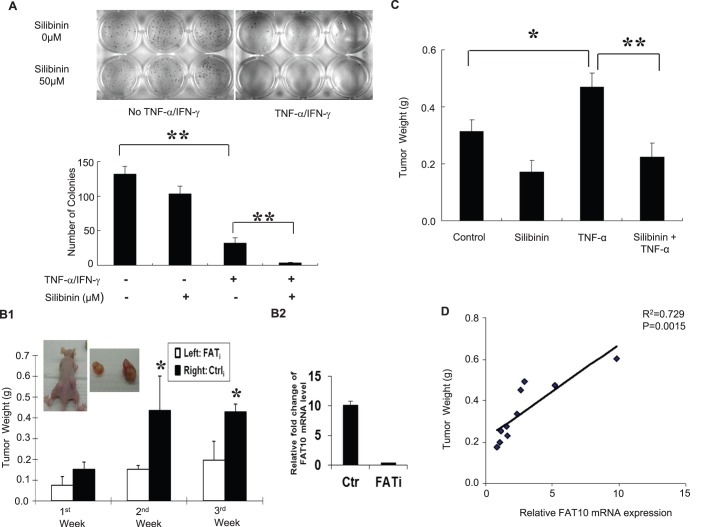
**Silibinin inhibits TNF-α-induced colony formation and tumor growth.** (A) Silibinin attenuates soft-agar colony formation of cells treated with TNF-α/IFN-γ (TI). Approximately 5000 HCT116 cells were seeded in soft agar and grown with TI or silibinin/TNF-α/IFN-γ (STI). Three weeks later, the colonies were stained for visualization. (B1) Inhibiting FAT10 expression with shRNA against FAT10 attenuates tumor growth. 5 μg/kg of TNF-α was administered intratumorally once after control (Ctrl_i_) or FAT10 (FAT_i_) shRNA containing HCT116 cells were inoculated subcutaneously into 6-week-old male athymic nude mice. Four weeks after injection, mice were sacrificed and the weights of their primary tumors were measured. (B2) Comparison of FAT10 mRNA level in FATi stable cells or control HCT116 cells injected to the mice. (C) Silibinin inhibits tumor growth. Mice with subcutaneously injected HCT116 cells and intratumorally administered TNF-α were either gavaged with saline or 100 mg/kg silibinin 5 days a week and tumor weight was determined after 7 weeks. All data in the graphs are shown as mean±s.e. *P<0.05; **P<0.01. (D) Relationship between tumor size and FAT10 expression was measured using Pearson's method.

### Silibinin inhibits TNF-α induced tumor growth

Due to the toxicity of the combination TI in mice, we thus focused on the role of silibinin in modulating only TNF-α induced tumor growth through FAT10. We first evaluated the role of FAT10 in modulating TNF-α induced tumor growth. HCT116 cells stably expressing either FAT10 siRNA (FAT_i_) or control siRNA (Ctrl_i_) were inoculated subcutaneously into athymic nude mice and low dose of TNF-α (5 μg/kg) was administered intra-tumorally once, a week after tumor graft. As shown in Fig. 5B, after TNF-α treatment, significantly smaller tumors were observed on the left side of the mice which was inoculated with FAT10 siRNA (FAT_i_) expressing cells compared to the right flank which was injected with control siRNA (Ctrl_i_) suggesting that the FAT10 gene augmented tumor growth. We then determined if silibinin can modulate tumor growth by gavaging the mice with 100 mg/kg dose of silibinin for 5 days a week for 7 weeks after tumor graft and TNF-α administration. As evident in Fig. 5C, TNF-α treatment augmented tumor growth and silibinin administration, significantly decreased the size of tumor compared to either untreated HCT116 cells or HCT116 whose FAT10 expression is induced with TNF-α. The relationship between tumor size and FAT10 expression was examined to further evaluate the role of FAT10 in modulating tumor growth. Fig. 5D shows significant correlation (R^2^=0.7292, *P=*0.0015) between the FAT10 transcript expression and the tumor weight. These data suggest that silibinin can attenuate tumor growth partly through down-regulating FAT10 expression.

## DISCUSSION

Cytokines are one of the major mediators of inflammation that plays important yet diverse roles in cell survival, proliferation, differentiation and death. Our previous study revealed that FAT10 expression is induced by TNF-α through the NF-κB pathway in cancer cells (including HCT116 and HepG2) making them resistant to TNF-α-induced apoptosis and facilitating CIN (Ren et al., 2011). Silibinin is a flavonoid isolated from milk thistle seeds with anti-cancer effects against a variety of cancers, including human prostate adenocarcinoma, non-small human lung carcinoma and human colon cancer. Silibinin exhibits negative effects on TI-induced Stat3, Stat1, ERK1/2, and NF-κB activation (Tyagi et al., 2012). As NF-κB signaling pathway is a major mediator of the tumor-promoting activities of TNF-α, we thus present the first report of the investigation of the role of silibinin in modulating TI-induced FAT10 expression and its functional consequences.

Genes that may play important role in modulating the effects of TI were first identified through genome-wide expression analysis and 493 genes were found to be significantly deregulated upon TI treatment (Fig. 1A,B). In concordance with our understanding of the role of TI, these deregulated genes were found to belong primarily in the infectious disease, inflammatory response, cell-death and survival as well as cancer pathways (Fig. 1C). Interestingly, all the modulated molecules in the top network were up-regulated and the key molecules of this top network centered primarily on the key pro-inflammatory nodal molecule NF-κB (Fig. 1D). Thirty-five of these deregulated genes were found to be similarly deregulated in FAT10-overexpressing cells suggesting that TI treated and FAT10-overexpressing cells share common pathways represented by these 35 genes (Fig. 1E). IPA results again revealed infectious disease, antimicrobial/inflammatory response, cell-death and survival as the top 2 networks modulated by these 35 genes (Fig. 1F) with NF-κB and TNF-α representing the major key nodal molecules in these networks (Fig. 1G,H).

NF-κB has been implicated in carcinogenesis because of its critical roles in cell survival, cell adhesion, inflammation, differentiation, and cell growth (Sethi et al., 2008). NF-κB is an essential component of the TNF-α proliferation pathway and that TNF-α induced changes in IL-6, Stat3 and c-myc mRNA are dependent on NF-κB activation. Hence, the inhibition of NF-κB activation should be an effective approach for inflammation-associated tumorigenensis intervention. Interestingly, endogenous FAT10-expression can be induced by TI through the NF-κB pathway (Fig. 3B) (Ren et al., 2011) and several predicted binding sites for NF-κB were observed at the FAT10-promoter (Fig. 3A) (Canaan et al., 2006; Zhang et al., 2006). FAT10 can also activate NF-κB (Gong et al., 2010) suggesting a positive feedback-loop in which TI induces the expression of FAT10 through the NF-κB pathway and FAT10, in turn, activates NF-κB.

Hence, targeting NF-κB may be a rational approach for intervention of inflammation-associated cancers as blocking the TNF-α-NF-κB-FAT10 feedback-loop may result in less side effects. One potentially promising candidate that modulates the NF-κB pathway is silibinin, a phytochemical used as dietary supplement as an anti-hepatotoxic agent. Notably, silibinin is largely non-toxic as even high doses are tolerated by animals (2000 mg/kg/day dose by oral gavage in mice) and human (5.0 g/day, orally given as silybin-phytosome) (Agarwal et al., 2003; Flaig et al., 2007).

In this study, silibinin was introduced to HCT116 (≤100 μM) and HepG2 (≤200 μM) cells at reasonably low dose and the effect of silibinin on global gene expression profiles as well as FAT10 expression and subsequent functional effects were examined. Silibinin was found to inhibit TI-induced FAT10 promoter activity, NFκB activity, and nuclear localization as well as degradation of IκBα (Fig. 3D-F). The addition of silibinin was also found to revert the chromosome numbers of TI treated cells to numbers similar to untreated cells as well as restore and sensitize these cells to TI-induced apoptosis. Notably, *in vivo* tumor xenograft study revealed that silibinin was also able to reduce the size of the tumors formed by HCT116 cells alone or those treated with TNF-α (Fig. 5C).

In summary, our study showed that silibinin can modulate TI-induced FAT10 expression. Silibinin also restores normal chromosome numbers to cells treated with TI, sensitize these cells to TI-induced cell death and attenuates the tumor size. These data suggests that silibinin has potential application to alter the outcome of inflammation association cancers and raises the exciting possibility of using silibinin in the treatment of inflammation association cancers. Nonetheless, additional studies employing *in vivo* models are needed to substantiate this possibility.

## MATERIALS AND METHODS

### Cell line and reagents

All cell lines were purchased from American Type Culture Collection (ATCC, USA) and cultured under the recommended conditions. Transfection of plasmids was performed using Lipofectamine 2000 (Invitrogen, USA) while siRNAs were transfected using siPORT transfection reagent (Applied Biosystems, USA) or electroporated with the BTX ECM830 (BTX Instrument, USA). Rabbit anti-FAT10 polyclonal antibodies were generated as previously described (Lee et al., 2003). Anti-NF-κB (p65), anti-IκBα, anti-β-Actin antibodies and p65 siRNA were purchased from Santa Cruz Biotech (Santa Cruz, USA). Recombinant human TNF-α and IFN-γ were purchased from Invitrogen (USA) and Roche Life Science (USA), respectively.

### Quantitative real-time RT-PCR assay

Reverse transcription and quantitative real time PCR were carried out as previously described (Gao et al., 2014). The primers used are as follows: FAT10 (F: 5′-CAATGCTTCCTGCCTCTGTG, R: 5′-TGCCTCTTTG-CCTCATCACC); GAPDH (F: 5′-GACCTATGGAAACTACTTCCT, R: 5′-GTACGTGCAAGTCACAGACT).

### Colony formation in soft agar

Anchorage-independent growth of HCT116 and HepG2 cells were determined by colony formation in soft agar according to previously described protocol (Theng et al., 2014). The assays were performed in triplicate and repeated three times.

### Apoptosis analysis

To determine the apoptosis profile, cells were stained using the Annexin V-PE apoptosis kit (BD Biosciences, USA). Cells were grown to 70% confluency before treatment with various concentrations of TI or silibinin/TI for 12 h. The cells were then stained at room temperature in the dark for 15 min in 200 µl of buffer containing Annexin V-PE and 7-AAD. FACS buffer was added, and cells were analyzed immediately by FACSCalibur flow cytometer (BD Biosciences).

### Cytogenetic analysis

Cells at 10% confluency were grown in TI or silibinin/TI supplemented medium for 24 h before treatment was removed and the cells were allowed to grow until confluence. The cells were then passaged and the attached passaged cells were then again treated with TI or silibinin/TI for another 24 h. This process was repeated for about ten passages. The cells were then harvested for determination of chromosome number. The analyses of chromosome numbers were performed as previously described (Ren et al., 2006).

### Luciferase reporter assay

2.5 kb fragment upstream the transcriptional start site of FAT10 was cloned into a reporter gene (β-galactosidase) expression vector as previously mention in our previous study (Zhang et al., 2006). This FAT10-promoter reporter and NF-κB-SEAP vector (Clontech, USA) were cotransfected into HepG2 cells. Thirty-six hours after transfection, 50 ng/ml of TNF-α, and 50 U/ml of IFN-γ were introduced to the cells. Cells were then harvested 6 to 9 h later. FAT10 promoter driven β-galactosidase activity and NF-κB driven secreted alkaline phosphatase (SEAP) activity were normalized against the GFP expression and total protein amount. β-galactosidase activity was assayed using chlorophenol red-b-D-galactopyranoside as substrate in a kinetic assay at 570 nm with a SpectraMAX^PLUS^ (Molecular Devices, USA), whereas EGFP fluorescence was quantitated at 509 nm after excitation at 488 nm.

### NF-κB SEAP reporter assay

Activation of the NFκB signal transduction pathway was determined by measuring the SEAP (secreted alkaline phosphatase) from the NF-κB-SEAP vector. Cells were co-transfected with the pNF-κB-SEAP and GFP construct. 36 h after transfection, supernatants were collected and the Great EscAPe SEAP Kit 2.0 (Clontech) was used for SEAP detection. SEAP signal was read with Fluoroskan Fluorometer (Thermo Scientific, USA). NF-κB transcriptional activity was normalized to GFP expression level to correct for variability in transfection efficiency.

### Tumor xenograft study

HCT116 cells were prepared as single-cell suspensions in sterile PBS at a concentration of 2×10^7^ cells/ml, and a volume of 250 µl (5×10^6^ cells) was injected subcutaneously into 6-week-old male athymic nude mice (BALB/c nu/nu; purchased from Seiken Co. Ltd., Singapore). The healthy animals were randomly divided in to four groups after one week of implantation. One group (*n*=8 mice) was gavaged with 200 μl of saline/mouse/day while the other group (*n*=8) was gavaged with 100 mg/kg dose of silibinin in 200 μl of saline/mouse/day for 5 days a week. Animals were monitored for tumor growth (by palpation), general health, body weight and diet consumption twice weekly throughout the study which was terminated after 7 weeks of the treatment. This study was performed according to the guidelines and with the approval of the SingHealth Institutional Animal Care and Use Committee (IACUC) (Protocol number: 2009/SHS/504).

### Microarray analysis and statistics

Microarray data was analyzed using the Partek Genomics Suite Software version 6.6 (Partek Inc., USA). Genes with significantly differential expression were determined based on ANOVA. Two-tailed *t*-test was utilized to evaluate the significance of the difference.

### Immunofluorescence analysis

HCT116 cells were grown on coverslips and fixed in 4% paraformaldehyde solution. These cells were then permeabilized in 0.2% Triton solution and co-stained with rabbit anti-FAT10 polyclonal antibody (Ren et al., 2006) and mouse anti-p65 monoclonal IgG (Santa Cruz). Alexa Fluor 647 chicken anti-mouse or Alexa Fluor 488 anti-rabbit IgG (Molecular Probes, Inc., USA) were used as secondary antibodies. Cells were also incubated with DAPI to stain cell nucleus. Cellular localization observations were performed on the LSM510 confocal microscope (Carl Zeiss, Germany).

## Supplementary Material

Supplementary Material

# Supplementary material for: Silibinin down-regulates FAT10 and modulate TNF-α/IFN-γ-induced chromosomal instability and apoptosis sensitivity
**Source:** Biol Open. 2015 Jul 3;4(8):961–9. doi: 10.1242/bio.011189
**Supplement:** Supplementary Material

Silibinin down-regulates FAT10 and modulate TNF-α/IFN-γ-induced chromosomal instability and apoptosis sensitivity — Silibinin down-regulates FAT10 and modulate TNF-α/IFN-γ-induced chromosomal instability and apoptosis sensitivity — Supplementary Material 

# Silibinin down-regulates FAT10 and modulate TNF-α/IFN-γ-induced chromosomal instability and apoptosis sensitivity

## BIO011189 Supplementary Material

- Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

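Gene expression was measured on Illumina bead arrays in HCT116 cells, with 2 samples each of untreated cells (NT), cells treated with TNF-α and IFN-γ (TI) and cells treated with TNF-α, IFN-γ and silibinin (STI). Samples were assigned to groups from the submitters' labels and the paper's methods, and no sample was left unassigned. The labels number the samples of each group, and do not say that equal numbers in different groups share a culture or day. The column names of the unnormalized signals carry the letters A and B in every group, and their meaning is not given. Samples may therefore be paired across groups, which is not stated.

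The authors deposited the data in 2 forms. In the first, the intensities are the average bead signal of each gene symbol as exported from the scanner, which the authors had neither background-subtracted nor normalized between arrays, with the probes of a gene already combined. Beside each signal the authors deposited a detection p-value, which sets the gene's signal against the negative controls of its array. In the second, the intensities are those of the first form after quantile normalization between the 6 arrays by the authors. The sorted normalized values are equal on all 6 arrays, and their smallest and largest values, 52.1 and 45649, equal the means of the sorted signals before normalization. The submitters' processing notes name Partek, and the paper's methods name Partek Genomics Suite 6.6. The array version and the scanner software are not given in the sources used here. The first form holds 34694 gene rows and the second 34687, with 34660 in both, and the 27 normalized rows without a signal row had no detection p-value and were left out of the tests.

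The intensities of the second form were put on the log2 scale for all values reported beside the paper's sentences. The plan named another form first, limma's neqc, which corrects the background, normalizes by quantiles and adds an offset of 16, and it fell back on the authors' normalized values if the columns of the first form could not be tied to samples. The names of those columns give the group but not which sample, and columns were assigned by name only, so the fallback was used. By their values the columns could be tied to samples, since each normalized column has the same gene ranks as a signal column of its group (6 of 6, lowest rank correlation 1). The condition of the fallback was thus met by name alone, the fit needs only the groups, and the plan was first read as asking for neqc. Using the authors' normalized values is therefore a departure from the plan on that reading. It was chosen before any gene was tested, but in the knowledge that intensities without background correction give folds of dim genes nearer to those the paper reports. Neqc gave 409 genes higher and 242 lower with TI by at least 1.5-fold (446 and 309 at any fold), 892 and 816 with silibinin (1487 and 1487 at any fold), and log2 changes with TI of 7.49 for UBD and 7.37 for CXCL10. Of the 436 genes changed by at least 1.5-fold with TI, 424 were among the 651 that neqc gave, and of the 979 changed by silibinin, 962 were among 1708.

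A gene was tested if its detection p-value was under 0.05 on at least 2 of the 6 arrays, which kept 15441 genes. Symbols are those of the array files, and 11568 of the tested genes carry a symbol that is current or a synonym of a current one. Limma 3.58.1 in R 4.3.3 was fitted to the 3 groups together (3 residual degrees of freedom, a prior of 8.15 degrees of freedom and a prior SD of 0.111), with empirical Bayes moderation, and p-values were adjusted by the Benjamini-Hochberg method for each of the comparisons TI with NT, STI with TI and STI with NT. Genes were called at an adjusted p under 0.05, and counted again with a change of at least 1.5-fold, since the paper's text states no thresholds and its Tables S1 and S2 hold no fold under 1.5. For 30 gene lists, limma's camera compared the members with the other tested genes at a preset correlation of 0.01, and again with the correlation estimated for each list, with adjustment over the lists. The version with an estimated correlation uses the fit's 3 residual degrees of freedom. A call lost there need not come from correlation between members. The results of 2 of these lists, and of some genes the rule takes, are not given here. The number of arrays limits the precision of every value. In data simulated for the comparison of TI with NT over 15441 genes (10 draws), the fit called 93.2% of genes changed by 1.5-fold and 100% of those changed by 2-fold, 4-fold or 8-fold, with 0.0855% of unchanged genes called. The one changed list was called in each of 10 draws, and 0 of 100 unchanged lists were. The simulated genes were drawn independently and lists were tested at the preset correlation only. Noise was normal with the fit's moderated spread, and dim genes were given the full change, although their measured folds are understated without background subtraction. These rates may therefore not hold for the real data, least of all for dim genes.

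Single genes are named by a rule written with the plan. It takes every gene the paper names and the genes behind its protein names, the 35 genes of Table S3, the 10 called genes with the largest rise and the 10 with the largest fall from NT to TI and from TI to STI, where the arrays of the groups compared do not overlap, and in each list the 4 called members with the largest change, or the 2 brightest where none was called. Values in the paper's tables, which come from these same samples, had been seen when the rule and the lists were written. The list tests are therefore not independent of those values. Genes named outside the rule are marked as looked up after their values were seen.

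The alternatives were neqc with an offset of 16 or 50, quantile normalization of the unnormalized signals, normexp background correction followed by median scaling over all genes or over the detected ones in place of quantile normalization, no filter on dim genes, a detection p-value under 0.01, an intensity trend in the variance, only the groups compared, the replicate number as a block, the methods' t-test without moderation, an estimated correlation in camera, no minimum fold for genes moved back, and each array left out in turn. Neqc with an offset of 16, the form the plan named first, became an alternative only after the data were seen, and the scaling over detected genes was added after the data were seen. Summaries were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots with matplotlib 3.10.9. The paper's arrays of FAT10-overexpressing cells, its Table S4 and its RT-PCR, reporter, protein, karyotype and mouse experiments are not analysed here. The list of 35 genes in Fig. 1E is shown only as a picture and was not tested.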

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

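The 8 results below are shifts of gene lists outside the topics the paper discusses, each called by limma's camera at its preset correlation and with at least 5 called members, a criterion set after the list results were seen. All tests named below were devised after the rise of the non-coding RNAs was seen, and the test of near-identical copies and the scaling over detected genes also after the values they measure or the counts, whereas the bounds for the histone genes were set before their values were looked at. With an estimated correlation none of these shifts was called by camera, with 0 lists higher and 0 lower from TI to STI and a smallest adjusted p of 0.074.

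Genes of the integrated stress response had a median log2 change of 0.21 from NT to TI (29 genes, camera adjusted p = 6.4e-06 from limma, and 0.0928 with an estimated correlation). It turned to -0.29 with background correction and the arrays scaled to their median over all genes, which moves the median of all genes to -0.55. From TI to STI the median of the stress response genes was 0.72 (camera adjusted p = 1.2e-18 from limma, and 0.074 with an estimated correlation). Metallothioneins and related zinc-responsive genes had a median of 0.46 from TI to STI (8 genes, camera adjusted p = 4.2e-05 from limma, and 0.275 with an estimated correlation). The correlation estimated for this list was 0.428, above the preset 0.01, so the first p takes too little account of correlation between members. Heat shock protein genes had a median of -0.46 (14 genes, camera adjusted p = 6.6e-08 from limma, and 0.074 with an estimated correlation). Genes of hypoxia and glycolysis had a median of -0.42 (23 genes, camera adjusted p = 2.4e-06 from limma, and 0.074 with an estimated correlation). Genes of cholesterol synthesis and uptake had a median of -0.25 (25 genes, camera adjusted p = 0.0054 from limma, and 0.137 with an estimated correlation). Nuclear-encoded subunits of oxidative phosphorylation also had a median of -0.25 (29 genes, camera adjusted p = 2.3e-05 from limma, and 0.117 with an estimated correlation).

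Small nuclear, nucleolar and other abundant non-coding RNAs had a median of 0.41 from TI to STI, with 15 of 28 rising and 2 falling (15 and 2 when adjusted over the list alone, and only 1 falling without any 1 of the 6 arrays; camera adjusted p = 6.0e-09 from limma, and 0.107 with an estimated correlation). Quantile normalization as the whole cause is argued against by the median of 0.60 with background correction and the arrays scaled over detected genes, and shared probes for copies of 1 RNA by rises in 8 of 17 RNA families, among them RN7SK, RN5S9 and the U1, U3, U4 and U12 RNAs. The U6, Y and 7SL RNAs were not among those that rose. A larger share of RNA without a poly(A) tail in the labelled STI samples could raise these RNAs together, and histone genes, whose transcripts also mostly lack the tail, had a median of 0.23 (28 genes, standard error 0.0626, 7 rising and 0 falling), between the bounds set for and against it. This explanation and an effect of silibinin on these RNAs therefore cannot be told apart.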

How the results depend on the processing

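The scaling over detected genes was chosen after the data were seen, neqc with an offset of 16, the form the plan named first, became an alternative after the data were seen, and the others were set down with the plan. The mean of a gene's probes was not run, since each gene has 1 value. Folds of genes near the background change with the background correction. For named genes, 2350 of 2556 values with 1 array left out kept their call or lack of one, 194 lost the call, 12 gained one and 0 were called and changed sign. Under the others set down with the plan 3348 of 3824 did, 447 lost the call, 23 gained one and 6 were called and changed sign (213 of the losses with the methods' t-test and 200 with the scaling over all genes), and under the added ones 715 of 852 did and 137 lost the call (116 with the scaling over detected genes). For gene lists, camera's call or lack of one, which sets a list against the other genes, was kept in 348 of 360 with 1 array left out (12 lost). It was kept in 502 of 536 under those others (30 lost, 26 of them with an estimated correlation, and 4 gained). Under the added ones it was kept in 114 of 120 (3 lost, 3 gained). The medians of some lists changed sign with the scalings. Where no reason is named, the cause was not tested.

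With 1 array left out, the lone sample of its group is assumed to vary like the others. From NT to TI the genes higher ranged from 304 (without TI replicate 2) to 599 (without either STI array) and the genes lower from 97 (without NT replicate 2) to 498 (without either STI array). From TI to STI the genes higher ranged from 898 (without TI replicate 2) to 1595 (without either NT array) and the genes lower from 849 (without TI replicate 2) to 1608 (without either NT array). From NT to STI the ranges were 1502 (without NT replicate 1) to 2147 (without either TI array) higher and 1700 (without NT replicate 1) to 2608 (without either TI array) lower. The median share of the TI change left ranged from 101.6% (without TI replicate 1) to 109.5% (without STI replicate 2) for genes higher with TI, and from 100.3% (without TI replicate 1) to 119.3% (without NT replicate 2) for genes lower with TI. The number of lists lower with TI ranged from 2 (without NT replicate 1 or TI replicate 2) to 5 (without either STI array).

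With normexp background correction and the arrays scaled to their median over all genes, the median change of all genes was -0.55 from NT to TI and -0.48 from NT to STI, and with the median over detected genes it was 0.12 from NT to STI. Under the first, with or without the minimum fold, 70 genes were higher and 73 lower from NT to TI, 43 and 10 from TI to STI, and 191 and 1537 from NT to STI. Genes moved back numbered 4 and moved further 3, the shares left were 99.98% and 105.9%, and UBD from TI to STI was at -1.52 without a call. The changes from NT to TI of AEN (-0.0914), CARS (-0.000183), CCND1 (-0.16), CD68 (-0.0647), MT2A (-0.16) and TRIB3 (-0.0461) changed sign, as did the medians of the lists for NRF2 targets (-0.56), heat shock (-0.50), epithelial genes (-0.51), housekeeping controls (-0.58), leukocyte markers (-0.04) and fibroblast and endothelial markers (-0.09). From TI to STI the median of the epithelial genes went from -0.01 to 0.01, and under the scaling over detected genes that of the ribosomal protein genes from NT to TI went from -0.02 to 0.05. Under the second, 257 genes were higher and 49 lower from NT to TI, 386 and 287 from TI to STI, and 1216 lower from NT to STI, with 20 moved back and 38 further.

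With neqc at an offset of 16, the counts at 1.5-fold were 242 lower from NT to TI, 892 higher and 816 lower from TI to STI and 1398 lower from NT to STI, with 63 genes moved back, 117 moved further and a share left of 118.1% for genes lower with TI. At an offset of 50, 175 were lower from NT to TI. Without the filter on dim genes, which adds genes to the adjustment, 256 were lower from NT to TI at any fold. Without a minimum fold 145 genes moved back and 255 further.

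The methods' t-test, which does not share information between genes, gave 97 genes higher and 16 lower from NT to TI after Benjamini-Hochberg adjustment (87 and 6 at 1.5-fold), 188 and 147 from TI to STI (117 and 67 at 1.5-fold) and 938 and 1000 from NT to STI (608 and 516 at 1.5-fold), with 4 moved back, 13 moved further and a share left of 104.6% for genes higher with TI. At an unadjusted p under 0.05 it gave 1137 higher and 1356 lower from NT to TI. With the correlation estimated in camera, 5 lists were higher and 0 lower from NT to TI, and 0 higher and 0 lower from TI to STI, where DNA replication (-0.28), mitosis (-0.35) and NF-κB targets (0.46) lost their calls.

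With the replicate number as a block (replicate block), 526 genes were higher and 411 lower from NT to TI and 1745 and 1863 from TI to STI. Deviations of equally numbered samples from their group means correlated at 0.0166 between NT and TI, 0.118 between NT and STI and -0.0536 between TI and STI.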

Differences from the paper's values

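With the authors' normalized values, no count or fold that the paper states differed from the value obtained here by more than 1.5 times and by more than the spread. These values are the authors' own and were chosen knowing that they give folds nearer to the paper's, so this is no independent check. With neqc at an offset of 16, UBD had a log2 change of 7.49 with TI, and 1708 genes changed with silibinin by at least 1.5-fold. With background correction and the arrays scaled to their median over all genes, 33 of 102 compared folds of Table S3 differed. The paper's text states no thresholds for its counts, and here 436 genes changed with TI and 979 with silibinin at an adjusted p under 0.05 from limma and at least 1.5-fold, against the paper's 493 and 1116. Of the 472 genes of Table S1 tested here, 472 changed in the direction the paper gives and 468 were called by limma. Of the 1071 genes of Table S2 tested, 1071 did and 1071 were called. The study chose the genes of both tables on the same samples, so this is not independent evidence of their direction. The paper gives an 85.7-fold rise of FAT10, and UBD was at least 76.4-fold higher here.

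In Table S3, the p-values listed for TI against NT are not those of Table S1. The folds are equal in 35 of 35 genes and the p-values in 0, and 33 of the 35 occur among the table's own p-values for STI against TI, whereas those for STI against TI equal Table S2 in 35. For UBD the paper's Table S1 lists p = 9.52e-18. Its Table S3 lists p = 4.41e-08, which is also the paper's p for TM7SF2 in STI against TI. Of the p-values for TI against NT in Table S3, 2 are 0.05 or more.

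The paper describes the subset of genes in Table S3 as helping expression profiles revert from TI to NT levels. Of the 34 tested, 34 moved back toward NT and 19 did not pass limma's test against NT in STI, among them CCL2, FOS and KLF2, while 15 were still apart from NT, among them UBD, CXCL10, GBP2 and IL32.

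The paper proposes that silibinin likely targets the NF-κB pathway in returning gene expression to normal. It also reports lower NF-κB reporter activity, less nuclear p65 and more IκBα protein with silibinin, from experiments not analysed here. Those measure other steps than target mRNA, partly in HepG2 cells, so the counts here do not test them. Of 31 measured NF-κB target genes, 17 were higher and 3 lower in STI than in TI at an adjusted p under 0.05 from limma. Genes the paper names in this network did go its way, with UBD, CXCL10, IL32 and CCL2 lower and FOS and KLF2 higher in STI than in TI. The network was drawn from the genes of Table S3, chosen on these same samples for moving back, so their direction is no independent evidence for the proposal.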

Other observations

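Genes of the integrated stress response, which ATF4 and CHOP control, rose widely with silibinin. From TI to STI, 23 of 29 rose at an adjusted p under 0.05 from limma (26 when adjusted over the list alone), and 6 did not pass the test. TRIB3, a pseudokinase gene induced by CHOP, rose by 2.02 on the log2 scale (standard error 0.104, n = 2 per group), the mTORC1 inhibitor gene DDIT4 by 1.46 (standard error 0.097), and CHAC1, which degrades glutathione, was at least 2.92-fold higher, being detected on both STI arrays and on no NT or TI array. With TI alone, 6 of these genes passed the test upward, among them CHAC1, which neither group had detected, and DDIT4 passed it downward (12 and 1 when adjusted over the list alone). With 1 array left out these counts were 3 and 0 without NT replicate 1, 1 and 0 without NT replicate 2 or TI replicate 1, and 2 and 0 without TI replicate 2. Of 8 metallothioneins and related zinc-responsive genes, 5 rose with silibinin (6 when adjusted over the list alone, and 3 without TI replicate 2), MT1G by 1.66 (standard error 0.135), the zinc exporter gene SLC30A1 by 1.08 (standard error 0.104) and MT1X by 1.02 (standard error 0.107). Of 24 immediate early genes, 12 rose (14 rose and 2 fell when adjusted over the list alone; camera adjusted p = 6.1e-06 from limma, and 0.139 with an estimated correlation), the phosphatase gene DUSP5 by 1.60 (standard error 0.121) and the nuclear receptor gene NR4A2 by 1.52 (standard error 0.12).

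Most heat shock protein genes and part of the metabolic genes fell with silibinin. Of 14 heat shock protein genes, 13 fell from TI to STI at an adjusted p under 0.05 from limma (13 when adjusted over the list alone, 7 without TI replicate 1 and 6 without TI replicate 2). DNAJB1, a co-chaperone gene, fell by 1.28 (standard error 0.132, n = 2 per group) and the HSP70 gene HSPA1B fell by 0.96 (standard error 0.104). Of 23 genes of hypoxia and glycolysis, 12 fell (13 when adjusted over the list alone). ANKRD37, induced by hypoxia, fell by 1.39 (standard error 0.117), and the glycolytic gene PGAM1 fell by 1.09 (standard error 0.125). Of 25 genes of cholesterol synthesis and uptake, 9 fell and 2 rose (11 and 4 when adjusted over the list alone, and 5 and 2 without TI replicate 2). ACAT2 fell by 0.85 (standard error 0.102) and the squalene epoxidase gene SQLE fell by 0.78 (standard error 0.103), whereas TM7SF2, which encodes a sterol reductase, rose by 0.91. Of 29 nuclear-encoded subunits of oxidative phosphorylation, 10 fell (14 when adjusted over the list alone, 3 without TI replicate 1 and 5 without TI replicate 2), and ATP5F1 of the ATP synthase fell by 0.62 (standard error 0.102).

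Several other lists also held genes that changed from TI to STI. Of 12 inhibitors of apoptosis, 5 rose and 1 fell (5 and 1 when adjusted over the list alone; camera adjusted p = 0.034 from limma, and 0.22 with an estimated correlation), a shift of the list that was not called without STI replicate 2 (0.26). Of 22 pro-apoptotic genes, 6 rose and 2 fell (6 and 2 when adjusted over the list alone), of 22 NRF2 target genes 4 rose and 2 fell (5 and 2), of 19 genes of endoplasmic reticulum chaperones and the unfolded protein response 5 rose and 1 fell (5 and 1), of 9 FAT10 partners 3 rose and 2 fell (5 and 2), of 11 WNT target genes 1 rose and 1 fell (1 and 1), and of 34 ribosomal protein genes 1 rose (0). Fewer inhibitors of apoptosis passed the test without STI replicate 1, TI replicate 1 or TI replicate 2, where the fall was lost. The pro-apoptotic genes had 4 rises and 0 falls without STI replicate 1, 4 and 1 without STI replicate 2, and 3 and 0 without TI replicate 1, and the falls of NRF2 targets went to 1 without STI replicate 1, TI replicate 1 or TI replicate 2. Without TI replicate 2 the unfolded protein response list had 0 falls and the FAT10 partners 1 rise, without STI replicate 1 the WNT targets had 4 falls, and without TI replicate 1 or 2 the ribosomal protein genes had 0 rises. GDF15, a stress-induced cytokine gene, rose by 1.28 (standard error 0.121, n = 2 per group), and AXIN2, a WNT target, fell by 1.05 (standard error 0.111). Of 14 housekeeping controls, 5 fell (5; 2 without STI replicate 2 or TI replicate 1, and 3 without TI replicate 2), PPIA the most, by 0.98 (standard error 0.13), while the list's median of -0.10 was 0.01 with background correction and the arrays scaled to their median over all genes. Of 10 epithelial genes, 2 rose and 1 fell (2 and 1), but 0 fell without any 1 of the STI and TI arrays and only 1 rose without TI replicate 2. Of 6 colon differentiation genes 2 fell (4), and 1 without TI replicate 1 or 2. Of 4 leukocyte markers CD68 rose by 0.96 (1), and of 5 fibroblast and endothelial markers 1 fell (1), with 2 falling without STI replicate 2 and 0 without TI replicate 2. None of these lists but the inhibitors of apoptosis was called by camera, and the median and mean differ in sign for the pro-apoptotic genes (-0.01 and 0.07), the FAT10 partners (0.29 and -0.03) and the epithelial genes (-0.01 and 0.04).

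From NT to TI, 11 of 24 immediate early genes rose and 3 fell (13 and 5 when adjusted over the list alone; camera adjusted p = 6.4e-05 from limma, and 0.17 with an estimated correlation), with ZFP36 up by 1.33 (standard error 0.131, n = 2 per group) and JUNB by 1.26 (standard error 0.111). The list's median of 0.43 turned to -0.05 with background correction and the arrays scaled to their median over all genes, which moves the median of all genes to -0.55. The lists for DNA replication (1 rose and 2 fell of 46), mitosis (1 fell of 40), cholesterol (4 fell of 25), hypoxia and glycolysis (2 fell of 23) and oxidative phosphorylation (0 of 29) stood slightly lower with camera's preset correlation, and none did with an estimated one (adjusted p from 0.184 to 0.21). Without any 1 of the NT and TI arrays 0 replication genes passed the test and only 2 cholesterol genes did, and 1 hypoxia gene did without NT replicate 2, TI replicate 1 or TI replicate 2. Of the mitosis genes 0 passed without NT replicate 1, TI replicate 1 or TI replicate 2, and 3 without either STI array. The calls of the lists were lost without NT replicate 1 for cholesterol (-0.15), replication (-0.10) and mitosis (-0.092), without TI replicate 2 for cholesterol (-0.088), replication (-0.095) and oxidative phosphorylation (-0.097), and for hypoxia without NT replicate 2 (-0.098) and TI replicate 1 (-0.095) and with neqc at an offset of 16 (-0.10). Metallothioneins (2 rose of 8), small non-coding RNAs (2 fell of 28) and colon differentiation genes (2 rose of 6) stood higher with the preset and not with an estimated correlation (adjusted p = 0.433, 0.25 and 0.184 from camera). The 2 metallothionein calls went to 1 without NT replicate 1 and 0 without NT replicate 2, TI replicate 1 or TI replicate 2, and the 2 among non-coding RNAs to 0 without NT replicate 2 and 1 without NT replicate 1, TI replicate 1 or TI replicate 2. The metallothionein list lost its shift without NT replicate 2 (0.083) and TI replicate 1 (0.049), with neqc at an offset of 16 or 50 (0.11 each), with background correction and the median over detected genes (0.14) and with the replicate number in the fit, and turned to -0.47 with background correction and the arrays scaled to their median over all genes, and the non-coding RNA list lost it without TI replicate 1 (0.10) and turned to -0.29. In the lists for DNA repair (1 rose of 35), NRF2 targets (5 rose and 2 fell of 22), WNT targets (2 and 2 of 11), epithelial genes (1 fell of 10), leukocyte markers (1 rose of 4) and housekeeping controls (1 rose of 14, B2M) no shift was called. Their counts were 0 for DNA repair without TI replicate 2 and 0 for leukocyte markers without any 1 of the NT and TI arrays. NRF2 targets had 3 rises and 1 fall without NT replicate 1 and 2 and 1 without any 1 of the other NT and TI arrays, and WNT targets 1 and 1 without NT replicate 1 or TI replicate 1 and 1 and 2 without NT replicate 2 or TI replicate 2. No shift was called either for the unfolded protein response, heat shock, ribosomal protein and fibroblast and endothelial lists, where limma called 0 members.

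Of other genes the paper names, STAT3 rose by 0.98 with TI (standard error 0.133, n = 2 per group, adjusted p = 0.00091 from limma) and had a change of -0.05 with silibinin, and MYC rose by 0.71 with TI (standard error 0.10). MAPK3 fell by 0.54 with silibinin (standard error 0.103, adjusted p = 0.0044 from limma). With background correction and the arrays scaled to their median over all genes these calls were lost (STAT3 0.47, MYC 0.10, MAPK3 -0.57), and with the median over detected genes those of MYC (0.71) and MAPK3 (-0.59) were. GAPDH had changes of -0.15 and 0.10 and ACTB of 0.17 and -0.21, none of which passed the test.

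The rise of NF-κB target genes from TI to STI was not called by camera with an estimated correlation (adjusted p = 0.074). It was set against 3 technical explanations, in tests devised after the rise was seen. The scaling over detected genes and the test of the shared arrays were chosen after the counts they bear on were seen. Quantile normalization as the whole cause is argued against by the list's median of 0.55 with background correction and the arrays scaled over detected genes and 0.56 over all genes, and a single array by the lowest median of 0.41 with 1 array left out. Chance values of the shared TI arrays would push the comparisons apart, but the covariance of their fold changes was 0.00356, above 0, and 64 genes moved further against 32 that moved back. Both were taken over all tested genes, treatment effects included, so they do not decide the question for the NF-κB targets. With no group given silibinin alone, an effect of silibinin that needs the cytokines and one that does not, and a difference in treatment time, remain open and untested.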
